A study of Mus musculus with 7 samples.

How the data were processed

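Messenger RNA was measured by RNA sequencing in the apical myocardium of 7 mice. All were NSG-DR1 mice, an immunodeficient strain that carries a human HLA-DR1 transgene and can therefore accept transferred human T cells. The 4 control mice were left untreated, and the 3 transferred mice had received human CD4+ T cells 6 weeks before the tissue was taken. Groups came from the treatment named in the labels. Replicates were numbered in accession order within a group, and these numbers only name the samples.

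Per the labels' protocols, tissue was kept in an RNA stabilising solution before polyadenylated RNA was purified, and the series design states paired-end reads of 75 nt at about 55 M reads per sample. The authors deposited a table of counts per gene that had not been normalized. The aligner, the counting tool and their versions are not stated in the labels or the table. Of the values, 4.63% had a fractional part, so the deposited values were treated as estimated counts, as arise when a read that matches several places is divided between them. They were rounded to whole counts before testing. The table names chromosomes by the sequence identifiers of the mouse build GRCm38. All 20343 gene identifiers matched the RefSeq gene table of that build, and all 20343 start positions were identical.

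The table analysed held 20343 complete rows and 1 unfinished row, which was left out. It covered chromosomes 1 to 7 and the start of chromosome 8, where 406 genes were present and the last started at position 25129815. Genes on the rest of chromosome 8, the remaining autosomes, the sex chromosomes and the mitochondrial genome are not analysed here. This includes most genes of the major histocompatibility complex. Column totals are sums over this part of the genome and are not the depth of the libraries. They ranged from 16402194 to 25190580 counts, and the smallest share that 3 counts can show ranged from 0.119 to 0.183 counts-per-million (CPM). Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. Scaling factors were likewise estimated from this part of the table.

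Genes were filtered with filterByExpr of edgeR 4.0.16 and scaled with TMM (trimmed mean of M values), which left 7667 genes. They were tested with the edgeR quasi-likelihood test with robust estimation (its default method in this version, default dispersion estimate), in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. CPM values given for genes are scaled by TMM, except those of the T cell list and of haemoglobin. The exceptions are scaled by the column totals alone. Standard errors of log2 fold changes were computed from the quasi-likelihood F statistic. The biological coefficient of variation was 0.164. Same-group libraries were compared with a chi-square statistic over genes, which lay between 18.2 and 81.5 per degree of freedom over the 9 same-group pairs, so no pair looked like a repeat of the other.

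Before the data were examined, 16 gene lists were written for the programmes the study asks about, together with the tests and the alternatives below. The 12 lists with at least 5 tested genes were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a fixed inter-gene correlation of 0.01. A set score is the mean log2 CPM of its genes in a sample, and score differences were tested with an exact two-sided permutation test over the 35 splits of the 7 samples. The smallest p-value this test can give is 0.0286. Separation of the groups was measured as the mean between-group minus the mean within-group distance, where distance is 1 minus the Pearson correlation of log2 CPM, with a one-sided exact permutation test.

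Genes named in the text were chosen by a rule fixed beforehand. Among genes past the threshold with a mean of at least 1 CPM and no overlap between the groups, the rule took the 6 with the highest and the 6 with the lowest log2 fold change. It also took the 3 genes with the smallest p-value in each set past its threshold. Other genes are named outside the rule. They are the rest of the genes past the threshold, members of sets with too few tested genes, and genes in the additional observations.

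The alternatives fixed beforehand were other scalings, other filters, a covariate for the prefix of the animals' identifiers, leaving samples out, DESeq2 1.42.0, limma-voom, a fit without robust estimation, other set tests, another prior count and other distances. Further alternatives were chosen after seeing the data. These used unrounded counts, whole-count genes only, a correction for GC content and exon length, a robust dispersion estimate, and the newer quasi-likelihood method of edgeR. GC content came from the longest transcript of each symbol and was found for 94.8% of tested genes. The procedure was tested on simulated counts for 7564 genes with 200 changed genes. The simulated changes were all at least 2-fold, in genes of at least 1 CPM, and both groups had the same dispersion. The procedure recovered 92.5% of the changed genes and 88% of those changed 2-fold, and 4.64% of its 194 calls were false. Recovery of smaller changes, or with a wider spread in transferred hearts, was not simulated. None of 20 unchanged simulated sets was called, but those simulated genes were independent of each other, which genes of a real set are not.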

Results

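The series compared the transcriptome of the apical myocardium between untreated NSG-DR1 mice and NSG-DR1 mice given human CD4+ T cells. Its title places the comparison in the context of myocardial inflammation and ageing driven by terminally differentiated CD4+ T cells. There were 4 control hearts and 3 transferred hearts, taken 6 weeks after transfer. Over the analysed part of the table, the control libraries held 20595232, 23623947, 25190580 and 16402194 counts. The transferred libraries held 20974338, 20614474 and 19334469 counts. These column totals did not differ between the groups (exact permutation p = 0.714). Between 9685 and 10497 genes had counts in a sample, and the 10 most abundant genes took between 15.1% and 17.1% of the counts.

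The first question was whether whole profiles separated by treatment. The mean distance was 0.0118 between control hearts, 0.0189 between transferred hearts and 0.0192 between hearts of different groups. The between-group mean exceeded the within-group mean by 0.00502 (one-sided exact permutation p = 0.0286, the smallest that 35 splits allow). Transferred hearts were thus about as far from each other as from control hearts. Keeping all genes with at least 1 count gave the lowest difference of the scaling and filter alternatives, 0.00205. The first principal component of log2 CPM carried 31.3% of the variance and the second 22.1%.

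The second question was which genes changed. Of 7667 tested genes, 18 had an adjusted p-value under 0.05 in the edgeR quasi-likelihood test, 10 higher and 8 lower in transferred hearts. All 18 had an adjusted p-value of 0.0384, and in all 18 the groups did not overlap. Of them, 8 changed at least 2-fold, 6 higher and 2 lower. At an unadjusted p-value under 0.05 there were 954 genes, 550 higher and 404 lower, against 383 expected by chance. The groups did not overlap in 859 genes (11.2%), against 5.71% expected by chance. The count of 18 depended on the test. DESeq2 gave 252 genes, and limma-voom gave 0 genes, with 907 at an unadjusted p-value under 0.05.

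**Figure D1:**
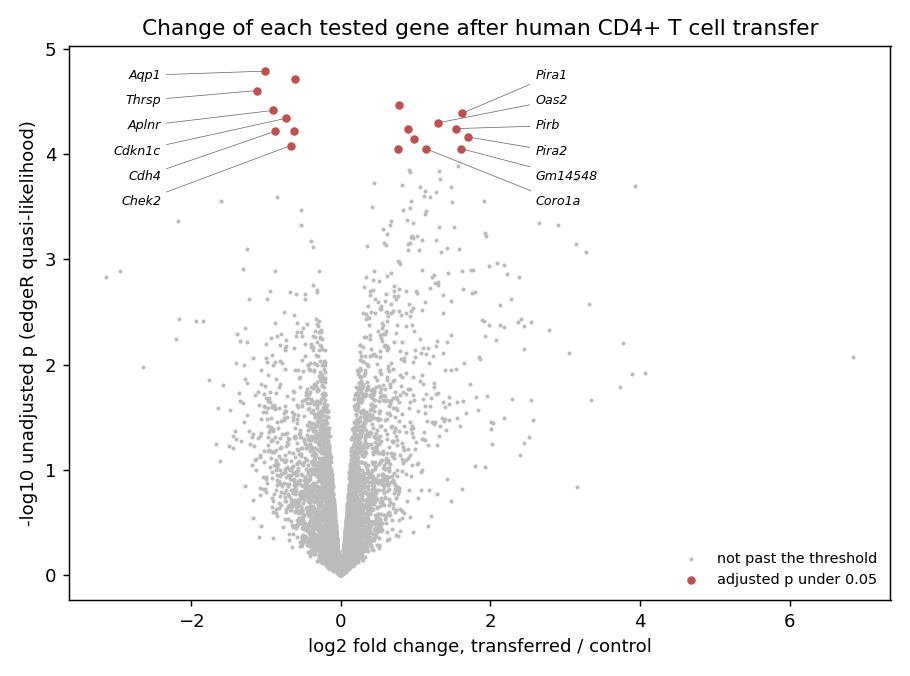
Log2 fold change of each of the 7667 tested genes in transferred against control hearts (x axis) against the negative log10 of the unadjusted edgeR p-value (y axis). Red points are the 18 genes with an adjusted p-value under 0.05, and the genes named by rule for the highest and lowest changes carry their symbols.

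Of the 6 genes with the highest fold change among the 18 past the threshold, 4 belonged to the paired immunoglobulin-like receptor family. This family lies in a cluster on chromosome 7 (GRCm38). Some genes not past the threshold had larger changes, such as S100a8 at 4.07 (edgeR adjusted p = 0.248). Pira2 (positions 3836808 to 3845104) rose from 5.13 ± 0.760 CPM (SD, n = 4) to 16.6 ± 7.13 CPM (SD, n = 3), a log2 fold change of 1.70 with a standard error of 0.26. The log2 fold change was 1.62 for Pira1 (3731626 to 3739943), 1.61 for Gm14548 (3884201 to 3898159) and 1.54 for Pirb (3712505 to 3720382). Fractional values were present in 6 of 7 samples for Pira2 and Gm14548 and in 7 of 7 for Pira1 and Pirb. Such values arise when a read is divided between places it matches, and the table does not record which places. Which member of the family changed is therefore uncertain.

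Oas2 (chromosome 5, 120730333 to 120749886) rose from 11.9 ± 2.08 CPM (SD, n = 4) to 29.2 ± 7.51 CPM (SD, n = 3), with a log2 fold change of 1.29 and a standard error of 0.19. Coro1a (chromosome 7, 126699774 to 126704816) rose from 11.4 ± 1.496 CPM (SD, n = 4) to 25.05 ± 6.51 CPM (SD, n = 3), with a log2 fold change of 1.14. The annotation lists both as genes, and the counts were taken over their combined exons.

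Among the genes past the threshold, Thrsp (chromosome 7, 97412933 to 97417550) had the lowest fold change. It fell from 106.7 ± 19.7 CPM (SD, n = 4) to 49.2 ± 5.13 CPM (SD, n = 3), a log2 fold change of -1.11 with a standard error of 0.15. Aqp1 (chromosome 6, 55336299 to 55348555) fell from 839 ± 97.5 CPM (SD, n = 4) to 417 ± 67.7 CPM (SD, n = 3), a log2 fold change of -1.01 with a standard error of 0.13. The log2 fold change was -0.91 for Aplnr (chromosome 2, 85136360 to 85139923) and -0.88 for Cdh4 (chromosome 2, 179442423 to 179899377). It was -0.73 for Cdkn1c (chromosome 7, 143458339 to 143461059) and -0.67 for Chek2 (chromosome 5, 110839800 to 110874140). The other 6 genes past the threshold were Rgs2, Arhgap30, Mrc1 and C1qb, which were higher, and Mreg and Mfsd4a, which were lower.

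**Figure D2:**
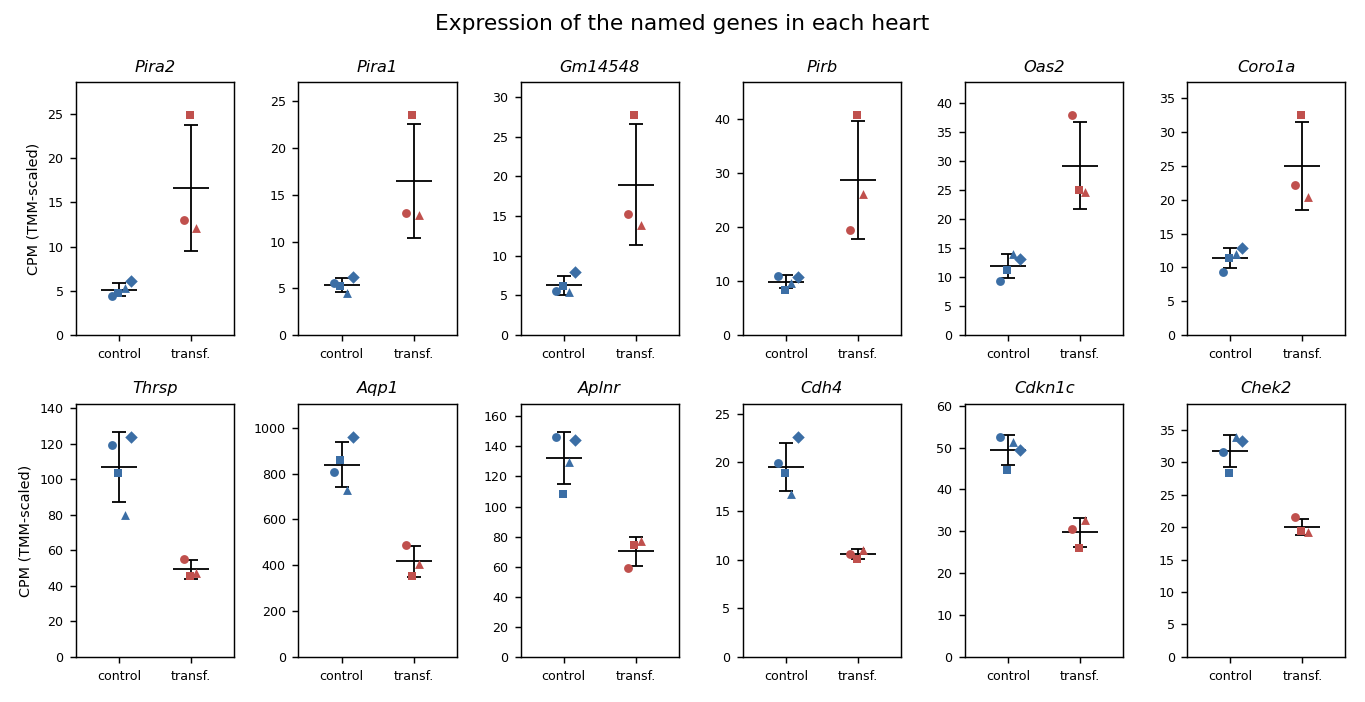
TMM-scaled CPM (y axis, from 0) of 12 genes in 4 control hearts (blue) and 3 transferred hearts (red), with marker shape giving the replicate. These genes had the highest and lowest fold changes among those past the threshold. Bars show the mean and SD of each group, and the groups do not overlap for any of these genes.

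The labels give no batch, but the identifiers of the animals have 2 forms, a letter prefix in control heart 1 and transferred heart 1 and numbers alone in the other hearts. With the prefix as a covariate, 0 genes passed the threshold, and 973 had an unadjusted p-value under 0.05. Within the 5 hearts with numbers alone, 3 control and 2 transferred, 0 genes passed and 1054 had an unadjusted p-value under 0.05. The other form held 1 heart of each group, so no test was possible there. The direction of all 18 genes was kept in both fits. The distance comparison within the 5 hearts gave 0.00652 (one-sided exact permutation p = 0.1, the smallest that 10 splits allow).

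The third question was whether genes of immune, matrix, cardiac and metabolic programmes moved together. By camera of limma with a fixed inter-gene correlation, 7 of 12 sets had an adjusted p-value under 0.05. Of the 35 splits of the 7 samples, 5 gave at least 7 sets, the real split included, and 2 of these gave more than the real split, 8 and 9 sets. The 4 others kept part of the real contrast. In 2 of them the larger group held all 3 transferred hearts and 1 control heart, and in 2 the smaller group held 2 transferred hearts. The 18 splits with 1 transferred heart in the smaller group gave from 0 to 6 sets, and 16 of them gave at least 1. When camera estimated the inter-gene correlation, 0 sets passed, with 1 at an unadjusted p-value under 0.05. With fry, a test that keeps the correlation between genes, 0 sets passed, with 4 at an unadjusted p-value under 0.05. The camera p-values below are therefore given as the planned test returned them, beside the exact permutation tests of the scores.

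The type I interferon set had a mean log2 change of 1.54 (limma camera adjusted p = 6.2e-08), and 11 of its 11 tested genes were higher. Its score was 3.24 ± 0.17 (SD, n = 4) in control hearts and 4.79 ± 1.28 (SD, n = 3) in transferred hearts, with an exact permutation p of 0.0286 and 0.0857 after adjustment over the 12 sets. The macrophage and monocyte set had a mean log2 change of 0.93 (limma camera adjusted p = 9.12e-12), and 10 of its 10 tested genes were higher. Its score was 5.10 ± 0.23 (SD, n = 4) against 6.03 ± 0.36 (SD, n = 3), with the same exact permutation p of 0.0286. The mean log2 change was 1.27 for chemokines and cytokines and 1.17 for endothelial activation. Each had an exact permutation p of 0.0286 and 0.0857 after adjustment. Without transferred heart 2 these changes were 0.78 and 0.78, and without transferred heart 1 they were 1.64 and 1.44. With the CPM filter the chemokine and cytokine change was 0.72. The neutrophil set changed by 1.83 with a transferred SD of 1.85 (exact permutation p = 0.0571). The interferon gamma set changed by 0.52, with 8 of 10 genes higher and an exact permutation p of 0.2. The fatty acid oxidation set fell by 0.20 (limma camera adjusted p = 0.0424), with an exact permutation p of 0.114, and it was past the threshold in 11 of 21 alternatives. No set score had an adjusted exact permutation p-value under 0.05, but with 35 splits that would need at least 7 of the 12 sets at the smallest possible p-value, and 4 sets were there.

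Within the hearts identified by numbers alone, the type I interferon score differed by 0.79 and the macrophage score by 0.89. Between the 2 hearts with the letter prefix these differences were 3.12 and 1.01. The neutrophil score differed by 2.74 within the first kind and by -0.11 within the second, so this difference did not hold in both.

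**Figure D3:**
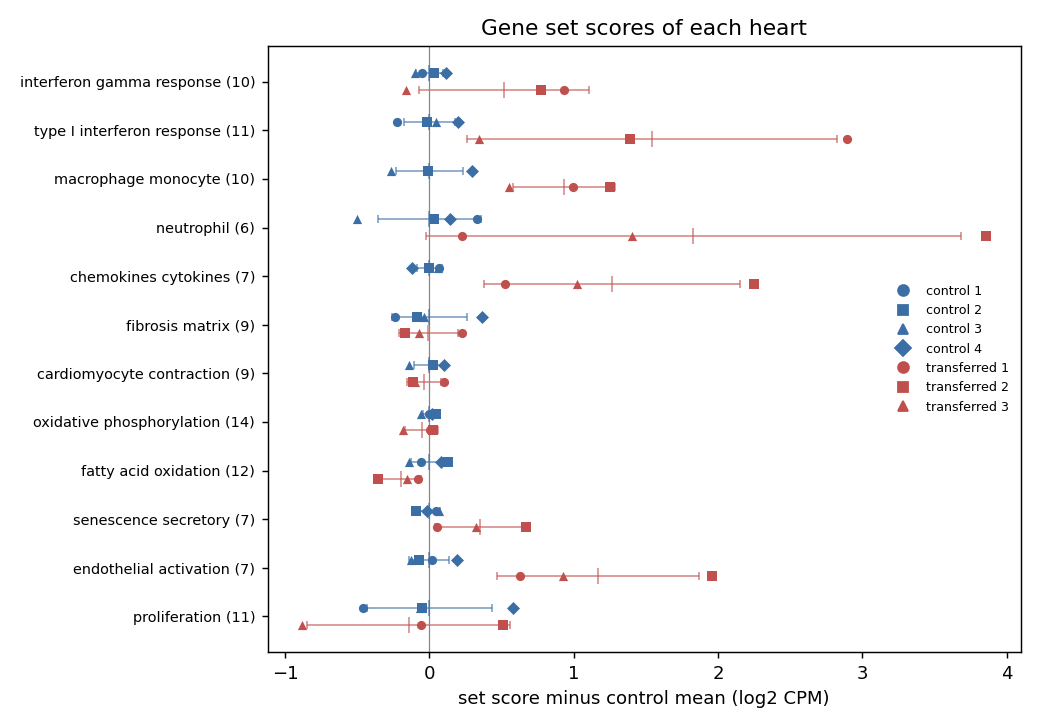
Score of each of the 12 tested gene sets (number of tested genes in parentheses) in each heart, as log2 CPM minus the mean of the control hearts (x axis). Points are 4 control hearts (blue) and 3 transferred hearts (red), with marker shape giving the replicate, and bars show the mean and SD of each group; transferred hearts lie above control hearts in the type I interferon and macrophage sets and overlap them in the neutrophil and fibrosis sets.

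The remaining 5 sets were not past the threshold of camera with all 7 hearts, though 3 of them passed when hearts were left out. The mean log2 change was 0.35 for the senescence-associated secretory set (exact permutation p = 0.0571) and -0.01 for fibrosis and matrix genes (exact permutation p = 1). It was -0.04 for cardiomyocyte contraction, -0.05 for oxidative phosphorylation and -0.14 for proliferation. These differences were smaller than the SD of the transferred hearts, except for the senescence-associated set, where the SD was 0.31. The sets for the major histocompatibility complex, T cells and cardiac stress had too few tested genes. Their tested members are named here outside the rule. B2m had a log2 fold change of 1.16 (edgeR adjusted p = 0.352) and Ctss 1.09 (edgeR adjusted p = 0.106). Of the T cell genes, Cd247 changed by -1.06 (edgeR adjusted p = 0.278), Cd28 by -0.13 and Cd4 by 0.35. Counts on mouse genes do not measure the transferred human T cells, so these values cannot show whether such cells were present. Xirp2 of the cardiac stress set changed by -0.36. Nppa had a log2 fold change of -0.004 with a standard error of 0.47, and Nppb of 0.18 with a standard error of 0.38.

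Of the 296 genes on the lists, 120 were tested. Adjusted over all tested genes, 3 of them passed the threshold of the edgeR test, namely Oas2, C1qb and Mrc1. Adjusted over the list alone, 25 passed, all of them higher in transferred hearts. At an unadjusted p-value under 0.05 there were 49. C1qb rose from 92.7 ± 15.4 CPM (SD, n = 4) to 182.6 ± 30.8 CPM (SD, n = 3), and Mrc1 rose from 87.97 ± 12.97 CPM (SD, n = 4) to 149.9 ± 16.5 CPM (SD, n = 3).

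The other set members chosen by the rule were not past the threshold over all genes. In the interferon sets these were Oas3, Oas1a, Gbp4, Gbp7 and Gbp2, with log2 fold changes of 3.93, 1.79, 0.61, 0.79 and 0.68. Control values of Oas3 averaged 0.236 CPM, near the floor. Fcer1g changed by 0.93 (edgeR adjusted p = 0.0515). In the neutrophil set, S100a8 was at 1.67 ± 0.333 CPM (SD, n = 4) in control hearts and at 28.02 ± 38.5 CPM (SD, n = 3) in transferred hearts, where the SD exceeded the mean. The SD also exceeded the mean for Cxcr2 and Cxcl13 in transferred hearts, at 6.45 ± 8.64 CPM and 14.1 ± 22.1 CPM (SD, n = 3). Their control means were 0.487 CPM, a little above the floor, and 0.112 CPM, under it. Csf3r, Cxcl1 and Il1b changed by 1.73, 2.55 and 1.86 on the log2 scale, and by 0.60, 1.58 and 0.87 without transferred heart 2. For Csf3r and Cxcl1 the groups overlapped. Vcam1 and Sele changed by 1.02 and 2.41, and Ackr1, with a control mean of 0.364 CPM, by 2.90. Without transferred heart 2 the changes of Vcam1, Sele and Ackr1 were 0.69, 1.34 and 1.93. Ucp3, Cpt2 and Etfdh of the fatty acid oxidation set changed by -0.75, -0.33 and -0.17.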

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

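All tests in this part were chosen after the values were seen. Each control group of 4 was checked for a sample far from the other 3. Of 47 results checked, 2 were marked, and 2.35 would be expected by chance. The log2 CPM of Gbp4 was 4.28 in control heart 3, against 3.89 to 3.95 in the other control hearts. Fractional parts were present in 71.4% of the Gbp4 values, so the difference cannot be told apart from reads divided between genes. The log2 CPM of Cxcl1 was -0.34 in control heart 4, against 0.23 to 0.32 in the others. Control heart 4 had the fewest counts and 11 of them fell on Cxcl1. The exact 95% Poisson interval of that count reached 1.24 CPM, above the mean of 1.12 CPM in the other control hearts, so counting noise is enough to account for it. No biological explanation was tested for either value, since the hearts belong to the same group.

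Among 14 listed genes that were in the table but under the expression filter, Cd2 had more counts in every transferred heart than in every control heart. It had 12 counts summed over the transferred hearts and 2 over the control hearts (exact permutation p = 0.0286, unadjusted, the smallest possible). Human T cell reads counted on the mouse gene could give such a signal. The summed counts of the other T cell genes under the filter changed by -1.46 on average and overlapped, from 12 to 51 in control hearts and from 21 to 42 in transferred hearts. Sums this small could not show a few human reads, so the signal cannot be told apart from such reads. Of the 14 genes, 2 had no counts, and 10 could separate this way in some split of the hearts. In 9 of the 35 splits at least 1 gene did, a share of 0.257. Chance therefore also remains as an explanation.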

How the results depend on the processing

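The number of changed genes moved with the test and with the samples. Against 18 genes (10 higher, 8 lower), total count scaling gave 35 (26 higher, 9 lower; 74.3% higher against 55.6%), and keeping all genes with at least 1 count gave 81 (66 higher, 15 lower). DESeq2 gave 252 (192 higher, 60 lower). RLE scaling gave 22. The prefix covariate, leaving out the 2 hearts with the letter prefix, and limma-voom each gave 0, with 973, 1054 and 907 genes at an unadjusted p-value under 0.05. Upper-quartile scaling, the CPM filter and the fit without robust estimation gave 18 each, and the same 18 genes. Of the alternatives chosen after seeing the data, whole-count genes only gave 9 (3 higher, 6 lower) and the GC and length correction gave 31 (23 higher, 8 lower). The newer quasi-likelihood method gave 19, which contained the 18. The fits that each left out one heart gave from 0 to 140 genes, from 0 to 128 higher and from 0 to 12 lower. Leaving out control heart 1, 2 or 4 or transferred heart 2 gave 0 genes, with between 658 and 831 at an unadjusted p-value under 0.05. Without control heart 3, 1 of the 18 genes remained, without transferred heart 1, 14, and without transferred heart 3, all 18. The 18 genes kept their direction in every alternative in which they were tested. The cause of these changes was not tested. Of the 35 splits of the 7 samples, only the real split, 1 of 35, gave as many as 18 genes, and the other splits gave at most 1.

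Against 8 genes changed at least 2-fold, total count scaling gave 16, all genes with at least 1 count 44, DESeq2 98, whole-count genes 2 and the GC and length correction 19. The prefix covariate, leaving out the letter-prefix hearts and limma-voom gave 0, and the leave-one-out fits gave from 0 to 98. Only 1 of the 35 splits, the real split, gave as many. Against 3 listed genes, total count scaling gave 7, all genes with at least 1 count 8, DESeq2 30, whole-count genes 1 and the GC and length correction 5. The prefix covariate, leaving out the letter-prefix hearts and limma-voom gave 0, and the leave-one-out fits gave from 0 to 23. Again only 1 of the 35 splits gave as many. Adjusted over the list alone, the 25 genes became 16 with all genes with at least 1 count, 46 with DESeq2, 43 without robust estimation and from 12 to 47 in the leave-one-out fits.

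The number of gene sets, 7, stayed between 5 and 8 under the scalings, filters, left-out samples, ranks, prior count and added alternatives, but fell to 0 with an estimated inter-gene correlation and to 0 with fry. The lowest adjusted p-values were 0.322 and 0.0796. Membership was less stable than the number. Type I interferon, macrophage, neutrophil, chemokine and endothelial activation sets were past the threshold in 19 of 21 alternatives, all but those 2. Fatty acid oxidation was past it in 11 of 21 (limma camera or fry adjusted p from 0.0122 to 0.460). Interferon gamma was past it in 17 of 20, being lost also without the letter-prefix hearts (limma camera adjusted p = 0.0793, with 1.49e-06 to 0.397 over its alternatives). At least 7 sets were found in 5 of the 35 splits, and 2 of these exceeded the real split, with 8 and 9 sets. The 4 other splits keep part of the real contrast, since 2 set 3 control hearts against the remaining control heart and all 3 transferred hearts, and 2 put 2 transferred hearts in the group of 3. The 18 splits with 1 transferred heart there gave at most 6 sets, and 16 of them gave at least 1. The splits therefore show that camera with a fixed correlation also calls sets in mixed groups, and the number of 7 sets alone does not mark out the real split.

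The mean change of the fibrosis set turned from -0.007 to 0.0072 with total count scaling, to 0.0201 with whole-count genes, and ranged from -0.12 to 0.11 in the leave-one-out fits (0.07 without transferred heart 2 and 0.03 without transferred heart 3). Contraction ranged from -0.10 to 0.0018, oxidative phosphorylation from -0.091 to 0.013, and proliferation from -0.47 to 0.23 (0.05 without control heart 4). Without the letter-prefix hearts, the mean change of the fibrosis set was -0.19 and passed the threshold (limma camera adjusted p = 0.0489, up to 0.962 over its alternatives). Without transferred heart 2, oxidative phosphorylation and proliferation passed (limma camera adjusted p = 0.0222 each, up to 0.784 and 0.938 over their alternatives). These were the 3 sets that became stronger, and 23 changes of single sets were weaker, while single named genes had 115 weaker and 32 stronger, with 0 reversed.

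The distance between groups was 0.00652 without the letter-prefix hearts and from 0.00345 to 0.00815 in the leave-one-out fits. These designs have too few splits to reach an exact permutation p under 0.05. The planned covariate for Xist was not run, because that gene is not analysed here. No paired analysis was possible because the groups share only the number 1 in their labels.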

Other observations

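The tests of the depth gap, of random lists, of GC content and length and of the endothelial list were written before their results were seen, and the other tests in this part were chosen afterwards.

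The 3 transferred hearts differed in which programme rose. Relative to the control mean, the type I interferon score was 2.90, 1.39 and 0.35 higher in transferred hearts 1, 2 and 3. The neutrophil score was 0.22, 3.86 and 1.40 higher. Irf7, named after its values were seen, was at 22.6 to 25.9 CPM in control hearts and at 931, 119 and 27.3 CPM in transferred hearts 1, 2 and 3. The gap in the interferon score between transferred hearts 1 and 3 was 2.55, and it was 2.51 after all libraries were thinned to the smallest total. It was 2.56 after correction for GC content and length. Of 10000 random lists matched on size and expression, the share with such a gap was 0.010%, the smallest they can give, but the list and the pair of hearts had been picked for their gap, so this restates it. Control heart 1 shares the prefix of transferred heart 1, but its interferon score was lower than the mean of the other controls, with a difference of -0.30. Blood left in the tissue could raise neutrophil genes. Haemoglobin in transferred heart 2 was at 11.5 log2 CPM, the lowest of 7 hearts, which ranged up to 13.9. More haemoglobin in that heart was thus not seen, but haemoglobin does not count neutrophils, so blood is not excluded as their source. Without S100a8, the neutrophil score of transferred heart 2 was still 2.37 above the next heart. For a wider spread of scores in transferred than in control hearts, the lowest adjusted exact permutation p was 0.171. That test could pass only with at least 7 of the 12 sets at the smallest p-value of 0.0286, where 2 sets were, so it settles nothing. A response that differs between recipients may be a hypothesis, and it cannot be told apart from chance spread among 3 hearts. Sex could not be checked, since sex-linked genes are not analysed here.

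The macrophage score was 0.997, 1.25 and 0.55 above the control mean in transferred hearts 1, 2 and 3. The column totals of the analysed part of the table did not separate the groups (exact permutation p = 0.714). The mean change was 0.93 after all libraries were thinned to the smallest total, 0.96 after correction for GC content and length and 1.01 over the 5 genes with whole counts, against 0.93. The summed CPM of the T cell list changed by -2.92, but Cd28 made up 79.0% of that sum, so it could not show a low level of human reads counted on mouse genes. Of the 13 T cell genes in the table, 1, Cd2, was higher in every transferred heart, and by group means 5 were higher and 6 lower. The largest rise of a T cell gene was 0.762 CPM, in Cd4, while each of the 10 macrophage genes rose by at least 13.1 CPM. A low level of human T cell reads is thus not excluded but was far under the macrophage rise, unless such reads match T cell genes less well. More macrophage RNA in transferred hearts may be a hypothesis. It had the smallest exact permutation p possible, 0.0286, and cannot be told apart from human reads that match T cell genes poorly.

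The rise of the paired immunoglobulin-like receptor genes cannot be assigned to single members. The 5 genes checked were Pira2, Pira1, Gm14548, Pirb and Gm15448, which was not past the threshold (edgeR adjusted p = 0.0515). Of their values, 91.4% had a fractional part. Reads shared between copies would give such values, though where else those reads matched is not recorded.

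Aqp1 and Aplnr were lower in transferred hearts, and fewer endothelial cells could be a cause. A list of 22 endothelial marker genes, of which 14 were tested, had a mean log2 change of 0.030 (exact permutation p = 0.657), so a general loss of endothelial RNA was not seen.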
